# Small and big Hodgkin-Reed-Sternberg cells of Hodgkin lymphoma cell lines L-428 and L-1236 lack consistent differences in gene expression profiles and are capable to reconstitute each other

**DOI:** 10.1371/journal.pone.0177378

**Published:** 2017-05-15

**Authors:** Benjamin Rengstl, Sooji Kim, Claudia Döring, Christian Weiser, Julia Bein, Katrin Bankov, Marco Herling, Sebastian Newrzela, Martin-Leo Hansmann, Sylvia Hartmann

## Abstract

The hallmark of classical Hodgkin lymphoma (cHL) is the presence of giant, mostly multinucleated Hodgkin-Reed-Sternberg (HRS) cells. Whereas it has recently been shown that giant HRS cells evolve from small Hodgkin cells by incomplete cytokinesis and re-fusion of tethered sister cells, it remains unsolved why this phenomenon particularly takes place in this lymphoma and what the differences between these cell types of variable sizes are. The aim of the present study was to characterize microdissected small and giant HRS cells by gene expression profiling and to assess differences of clonal growth behavior as well as susceptibility toward cytotoxic intervention between these different cell types to provide more insight into their distinct cellular potential. Applying stringent filter criteria, only two differentially expressed genes between small and giant HRS cells, *SHFM1* and *LDHB*, were identified. With looser filter criteria, 13 genes were identified to be differentially overexpressed in small compared to giant HRS cells. These were mainly related to energy metabolism and protein synthesis, further suggesting that small Hodgkin cells resemble the proliferative compartment of cHL. *SHFM1*, which is known to be involved in the generation of giant cells, was downregulated in giant RS cells at the RNA level. However, reduced mRNA levels of *SHFM1*, *LDHB* and *HSPA8* did not translate into decreased protein levels in giant HRS cells. In cell culture experiments it was observed that the fraction of small and big HRS cells was adjusted to the basic level several days after enrichment of these populations via cell sorting, indicating that small and big HRS cells can reconstitute the full spectrum of cells usually observed in the culture. However, assessment of clonal growth of HRS cells indicated a significantly reduced potential of big HRS cells to form single cell colonies. Taken together, our findings pinpoint to strong similarities but also some differences between small and big HRS cells.

## Introduction

The pathogenesis of classical Hodgkin lymphoma (cHL) has been unsolved for many years. Already around 1900, Dorothy Reed and Carl Sternberg were fascinated by the morphological appearance of the tumor cells, particularly by the usually giant bi- or multinucleated so called Reed-Sternberg (RS) cells [1, 2]. In 1994, it could first be demonstrated that these enigmatic Hodgkin and Reed-Sternberg (HRS) cells constitute a clonal B-cell population [3]. Although it was previously speculated that RS cells develop after fusion of cells [4], as known from histiocytic giant cells, single cell analyses revealed that these giant multinucleated cells never present more than two rearranged immunoglobulin genes [5], indicating that RS cells have probably developed from endomitosis as observed in the cHL cell line HDML-2 [6]. Recent studies discovered that giant multinucleated RS cells evolve from small mononucleated Hodgkin cells by incomplete cytokines and re-fusion of tethered sister cells [7]. However, there is also a subset of giant cells containing only one enormous nucleus and not resulting from a re-fusion [7]. In primary cHL samples and the cHL cell lines L-428, KM-H2, and HDLM-2 Hoechst dye-negative side populations—considered as tumor stem cells—could be identified [8, 9]. In culture experiments, these side populations were shown to be able to reconstitute the HRS clone, whereas giant binucleated RS cells failed to proliferate [8, 10]. However, these side populations only represent a small subset of the abundant small HRS cells observed in cell culture. Interestingly, particularly the cHL cell lines L-428 and L-1236 show mono- and multinucleated tumor cells of very variable sizes, including giant tumor cells with sometimes sizes above 100 μm in diameter. Consequently, the aim of the present study was to determine the differences in gene expression profiles, growth kinetics, clonal growth potential, and vulnerability towards treatment of small and giant HRS cells and to gain deeper insight into this particular phenomenon of populations of different cell sizes in cHL cell lines.

## Materials and methods

### Cell culture and laser microdissection

The cHL cell lines L-428 and L-1236 were obtained from the German Collection of Microorganisms and cell cultures (DSMZ, Braunschweig, Germany) and cultured in RPMI with 10% fetal calf serum. In first experiments, isolation of giant HRS cells in high purity by fluorescence associated cell sorting proved to be difficult, since these cells are very fragile to the sorting procedure. Therefore, laser microdissection was applied as method of choice. Two days after passage, the cells were washed and resuspended in 300 μl phosphate buffered saline substituted with 0.6 μl RNAse inhibitor. Smears of the cell lines were made on membrane slides for laser microdissection and air dried for 15 min. Microdissection was performed on a Microdissection Axiovert 200M microscope (PALM, Bernried, Germany). Cells to be considered as small HRS cells showed a maximum cell area of 350 μm^2^ in the PALM microscope, whereas big HRS cells had an area of more than 600 μm^2^. In order to obtain comparable amounts of RNA, the total microdissected areas of small and big HRS cells were adjusted to approximately 700 big and 1500 small HRS cells. Cells were catapulted in PALM adhesive caps and lysed with 2 ml NUGEN Direct Lysis Buffer (NUGEN, Bemmel, The Netherlands).

### Gene expression analysis

After lysis of the microdissected cells, RNA was amplified with the WT-Ovation-One-direct-Kit (NUGEN) and hybridized onto Affymentrix Gene Arrays 1.0 ST (Affymetrix, Santa Clara, CA, USA). Gene expression analysis was performed and analyzed as previously described [11, 12]. Gene expression data are available through the GEO database (GEO accession number GSE86477).

### Immunohistochemistry, fluorescence microscopy, and primary cases

Immunohistochemistry for SHFM1, LDHB and HSPA8 was performed using the FLEX-Envision Kit (DAKO, Glostrup, Denmark) as described previously [13]. Primary antibodies for SHFM1 (LS-B899, Lifespan Biosciences, Seattle WA, USA, dilution 1:50), LDHB (LS-B4366, Lifespan, dilution 1:100) and HSPA8 (1B5, Enzo Life Sciences, Lörrach, Germany, dilution 1:100) were applied over night at 4°C after heat induced epitope retrieval in citrate buffer (pH6) for 10 min. Primary cHL cases (5 mixed cellularity, 5 nodular sclerosing subtype) were selected from the archives of the Dr. Senckenberg Institute of Pathology, Frankfurt, Germany. The study was approved by the local ethics committee of the Frankfurt University Hospital.

For immunofluorescence, the cHL cell lines L-428 and L-1236 were embedded in 0.5% agarose gel. After formalin fixation and paraffin embedding, 2 μm thick sections were cut, allowing an objective assessment of expression intensities in small and giant HRS cells. The same primary antibodies as well as additional antibodies for LDHB (LS-B6870, Lifespan, dilution 1:400) and HSPA8 (GTX111150, GeneTex, Irvine, CA, USA, dilution 1:100) were used with the Vectafluor Excel Amplified Dyelight 594 Anti-rabbit or Anti-mouse kit (Vector laboratories, Burlingame, CA, USA). Respective negative controls showed no specific staining. Immunofluorescence was evaluated on an Axioskop 2 fluorescence microscope with an AxioCam MRm camera (both Zeiss). Expression intensities were then analyzed using ImageJ software (http://imagej.nih.gov).

### Fluorescence activated cell sorting and flow cytometry

The HL cell line L-428 was sorted according to the cell size observed in the forward scatter or with respect to the CD15/CD30 expression pattern using a fluorescence activated cell sorter (FACS) Aria II (Beckton Dickinson, Heidelberg, Germany). Sorted populations were confirmed and further analyzed by a MACSQuant analyzer (Miltenyi Biotech, Bergisch Gladbach, Germany). Staining was performed by standard procedure using antibodies against CD15 coupled with FITC (Miltenyi Biotech, Bergisch Gladbach, Germany) and CD30 coupled with PE (Miltenyi Biotech, Bergisch Gladbach, Germany). Sorted cells were cultured separately for 14 days and the composition of small and big cells as well as CD15/CD30 expression pattern was assessed every 3–4 days. For sorting of different cell sizes, the main population was divided according to cell size into equal numbers of small and big cells (each 20%) with a clear gap (60% of the live cells) to delineate the different populations.

### Colony forming assays

After cell sorting, 600 cells were pipetted into 3.3 ml RPMI 1640 medium containing 1% methylcellulose, 30% FBS, 2% L-glutamine, 1% penicillin/streptomycin and 0.5 μM β-mercaptoethanol. Duplicates of 1.1 ml were platted into 35 mm culture dishes and incubated for 7 days in a standard cell culture incubator to obtain single clones (colonies) of 10–25 cells. Colonies were then counted manually by conventional microscopy.

### Apoptosis assay and Brentuximab Vedotin treatment

After cell sorting, 1 x 10^5^ cells were seeded per ml into 24-well plates with 1 ml of total volume. For assessment of Brentuximab Vedotin induced cell death, the drug was added at total concentrations of 10, 25, or 50 μg/ml and cell numbers as well as the apoptosis rates were assessed using the APC-Annexin V Apoptosis Detection Kit (eBioscience, San Diego, Kalifornien, USA) at 48h.

### Size exclusion of HRS cells

To dissect giant cells from the bulk culture, a volume of 80–100 ml L-428 cell culture was filtered through a cell strainer with 50 μm pore size (Fisher Scientific, PA, USA). The cell strainer was then washed two times with 20 ml PBS reducing the amount of contaminating small cells. Next, the cell strainer was inverted and flushed with medium. Giant cells were collected in a 10 cm culture dish and transferred into 24- or 6-well plate for further culture or directly analyzed.

### Statistical analysis

For analysis of cell numbers and fluorescence intensities, data was tested for the presence of a Gaussian distribution by a Kolmogorov-Smirnov-test. If a Gaussian distribution was present, a two-tailed unpaired t-test was applied, otherwise a Mann-Whitney-test was performed.

## Results

### Cell size and surface marker expression correlate with HRS cell subpopulations

First, we were interested to determine if small and big HRS cells differ in their immunophenotype. For this purpose, L-428 cells were sorted according to cell size (small, medium and big, Fig 1) and afterwards analyzed for CD15/CD30 expression (S1 Fig). In the subgroup enriched of big L-428 cells the amount of double positive (DP) cells was increased, whereas the number of CD30 single positive (SP) cells was decreased. This finding implicates that larger sized L-428 cells more often express CD15 together with CD30 than their smaller counterpart. In addition, the opposite experiment was performed. L-428 cells were flow sorted into SP and DP cells (S1 Fig) and further analyzed for cell size via FACS (S1 Fig). In line with the previous experiment, SP cells showed the highest amount of small-sized cells and the DP population had an increased frequency of big-sized cells.

**Fig 1:**
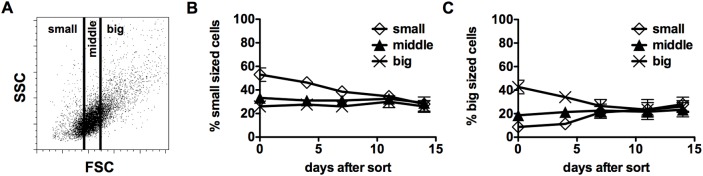
Analysis of L-428 cells sorted by cell size or CD15/CD30 expression. (A) L-428 cells were sorted by cell size (small, middle, big) or after staining for CD15 and CD30 into CD15+CD30+ double positive (DP) and CD15-CD30+ single positive (SP) cells. Frequency of (B) small- and (C) big-sized cells within the three different populations was recorded over time via fluorescence activated cell sorting (FACS).

Both approaches led to the same result, namely that DP L-428 cells are larger in size than the CD30 single positive counterpart. However, neither by sorting according to cell size nor via marker profile, a pure giant or small cell population could be obtained. Cell size and CD15/CD30 expression were monitored in the enriched populations over time. Reanalysis showed that the frequencies of small-sized or big-sized cells were adjusted within all enriched populations after 5–10 days (Fig 1).

### Big HRS cells show a significantly reduced clonal growth potential

As a next step, a colony formation assay (CFA) was chosen to elucidate clonal growth potential of individual cells of the sorted subpopulations. In fact, a significantly reduced clonal growth potential could be detected for big-sized as well as DP L-428 cells (Fig 2).

**Fig 2:**
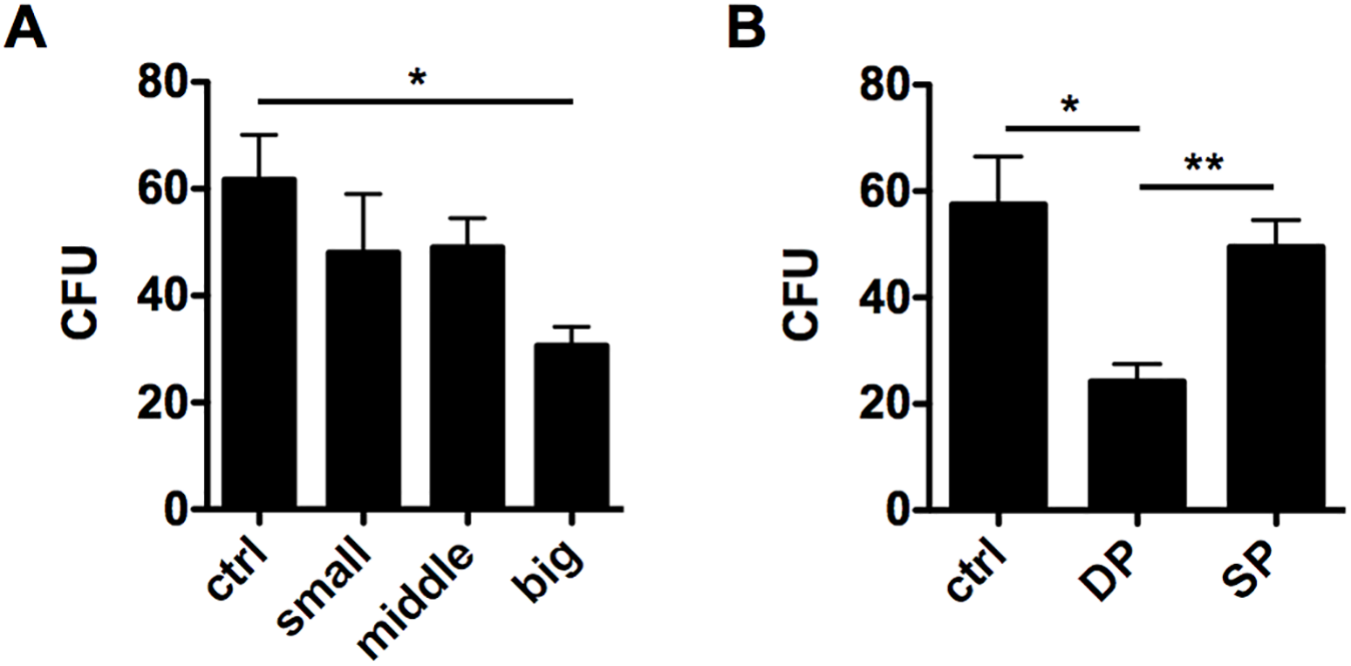
Big DP L-428 cells have a reduced clonal growth potential. L-428 cells were sorted by (A) cell size (small, middle, big) or (B) CD15/CD30 expression (SP, DP), and subsequently used for a colony formation assay (CFA). After one week, colony forming units (CFU) were counted compared to the bulk population. CFA were performed in duplicates and repeated three times.

The fast reconstitution of HRS cell subpopulations sorted via cell size might be due to the higher fragility of giant HRS cells and sorting of these cells could increase cell death within the big-sized population. Hence, another more gentle strategy to separate L-428 cells by cell size was applied. Cells were filtered through a 50 μm-cell strainer retaining giant cells (> 50 μm in diameter). Interestingly, size-exclusion led to a significantly increased frequency of DP cells in the big-sized population, again confirming that big L-428 cells are more frequently DP (S2 Fig). Conventional microscopy of the isolated giant cell population confirmed the usually big size of the isolated cells. However, small cells were frequently attached to the giant cells (data not shown). These heterogeneous clusters may be responsible for the results at reanalysis after 7 days, when the amount of DP cells within the big-sized population was markedly reduced (S2 Fig), especially as the proliferation capacity of small HRS cells remains more potent. Although size exclusion experiments revealed the most pure HRS-cell subpopulation with regard to cell size, purity was not sufficient enough for further analysis, i.e. gene expression profiling. Hence, a more precise isolation method was chosen for further experiments.

### Small and big HRS cells lack major differences in gene expression

Small and giant HRS cells were microdissected from smears of the cHL cell lines L-428 and L-1236. Isolated cells were then processed for microarray analysis. 

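L-428 and L-1236 are cell lines established from classical Hodgkin lymphoma, and both hold HRS cells of very different sizes. A single array was hybridized for the small and for the big (giant) HRS cells of each line, 4 arrays in all, so that the 2 cell lines were the replicates of each size class. The paper gives a cell area of at most 350 μm2 for small and of more than 600 μm2 for big HRS cells, whereas the sample labels give the same limits in μm. About 1500 small and 700 big cells per sample are stated in the paper, and a range of 500 to 2000 cells in the labels. After lysis the RNA was amplified with a whole-transcriptome kit for very small samples and hybridized to Affymetrix Gene 1.0 ST arrays, whose probesets lie along the exons of each gene. The deposited values were log2 levels of 32321 probesets, summarised and normalized by the authors with a method that is not given in the sources used here. Of these probesets, 19158 were paired with 1 gene symbol, 1388 with several and 11775 with none. A gene was represented by its single-symbol probeset with the highest mean over the arrays, which gave 18404 genes.

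GAPDH, a glycolytic enzyme, was at 5.65 in small and 3.52 in big HRS cells of L-428 and at 7.64 and 5.16 in those of L-1236. ACTB, the cytoskeletal actin, was at 4.78 and 3.50 in L-428 and at 6.15 and 4.52 in L-1236. These 2 genes were chosen after their values were seen, and neither passed the test between size classes (FDR = 0.84 and 0.87 from limma). The medians of the 4 arrays lay between 3.14 and 3.16, so that most probesets were at a common low level, but the upper ends differed. A level above 6 was reached by 1118 probesets in small and 359 in big HRS cells of L-1236, and by 570 in small and 66 in big HRS cells of L-428. Counted in genes, these were 273 and 38 in L-1236 and 67 and 5 in L-428. Small and big HRS cells were compared with limma on the log2 values of all probesets without a term for the cell line, at the paper's limits of an FDR under 0.1 or of p under 0.05 with an FDR under 0.3. On each array between 5.28% and 6.68% of the probesets held a value equal to that of another probeset in every printed digit. The labels name no separate cultures within a line, and p-values measure the spread between the arrays of the 2 lines, whose number (n = 2 per size class) limits the precision.

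**Figure D1:**
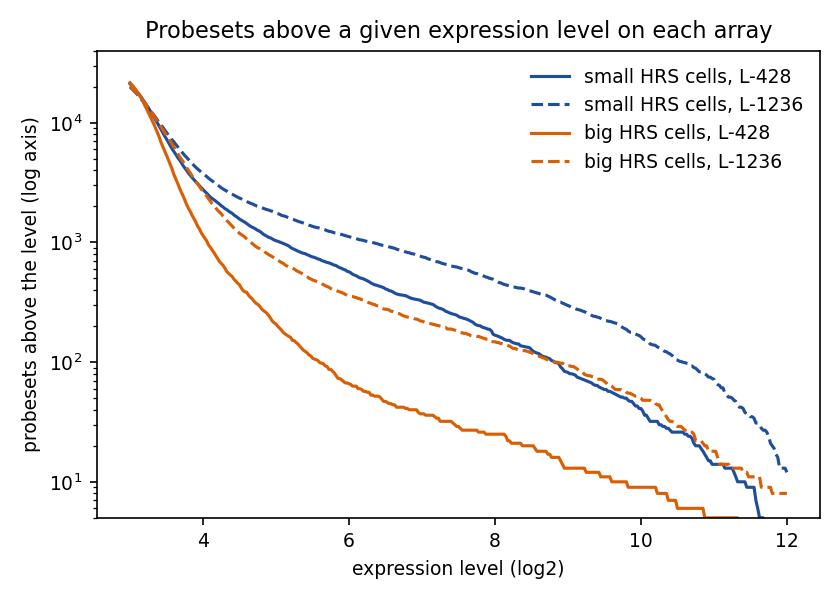
Number of probesets (log axis) above each expression level (log2, horizontal axis) on the 4 arrays; blue lines are small and orange lines big HRS cells, solid lines L-428 and dashed lines L-1236. At a level of 6 the curves lie at 1118, 570, 359 and 66 probesets, with the big HRS cells of L-428 lowest.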

Unsupervised hierarchical clustering of gene expression arrays revealed differences between the four samples investigated. 

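Over all probesets the arrays of small HRS cells of the 2 lines had the highest Pearson correlation (r = 0.70 across probesets, which are not independent replicates), whereas the highest Spearman correlation was that of the 2 arrays of L-1236 (0.570 against 0.510 for the small HRS cells) and the shortest Euclidean distance that of the big HRS cells (122.5 against 145.1). The big and the small HRS cells correlated at 0.615 in L-1236 and at 0.41 in L-428, and the big HRS cells of the 2 lines at 0.51. RPS25, a protein of the small ribosomal subunit, was at 10.38 in small HRS cells of L-428, 11.34 in small and 9.80 in big HRS cells of L-1236, but at 3.41 in big HRS cells of L-428. HLA-DPA1, a chain of an MHC class II molecule, stood at 7.24 in small HRS cells of L-428 and at 1.99, 3.12 and 4.29 on the other arrays, and a second HLA-DPA1 probeset lay between 3.49 and 5.38 on all 4 arrays. ATP5ME, a subunit of the mitochondrial ATP synthase, was at 10.32 in small HRS cells of L-1236 and at 6.21 in those of L-428, against 3.44 and 3.12 in the big cells of these lines. RHEBL1, a small GTPase, was at 6.67 in big HRS cells of L-1236 and between 2.68 and 3.25 on the other arrays. With Euclidean distance and complete linkage over the probesets with a standard deviation above 1, the big HRS cells of both lines joined first (distance 85.0), then small HRS cells of L-428 (108.3) and last small HRS cells of L-1236 (164.0). With 1 minus the Pearson correlation the 2 arrays of L-1236 joined first, and after quantile normalization the arrays of small HRS cells did. Without replicates within a line, these differences between single arrays carry no test.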

In general, among the differentially expressed probesets between the four samples, small HRS cells showed a higher number of over expressed probesets (mean 672) than giant HRS cells (mean 162, Fig 3). 

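Among probesets with a standard deviation above 1, the number lying above the probeset's own mean was 1614 in small HRS cells of L-1236 and 1134 in those of L-428, but 500 and 181 in the big HRS cells of these lines. The mean was 1374 ± 339.4 (SD, n = 2 arrays) for small and 340.5 ± 225.6 (SD, n = 2) for big HRS cells, which is 70.7% and 17.5% of these probesets. With 2 arrays per size class, no rank test can reach a p under 0.05. Genes of the ribosome belonged to the probesets that were high in both arrays of small cells. RPL27, a protein of the large ribosomal subunit, was at 7.65 and 11.04 in small HRS cells of L-428 and L-1236 against 3.38 and 4.68 in big HRS cells. RPL30, of the same subunit, was at 6.99 and 9.75 against 3.21 and 3.83, and NDUFA1, a subunit of complex I of the respiratory chain, at 6.85 and 8.73 against 3.13 and 4.49. None of these 3 genes passed the test between size classes (FDR = 0.556, 0.460 and 0.460 from limma). After quantile normalization, which gives all arrays the same distribution, the means were 1029 for small and 777.5 for big HRS cells.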

In a supervised comparison of small HRS cells to giant HRS cells from both cell lines, only two significantly differentially expressed genes were found when a stringent filtering with a false discovery rate (FDR) of 0.1 was applied. These were split hand/foot malformation (ectrodactyly) type 1 (*SHFM1*, 34-fold upregulated, p<0.01) and lactate dehydrogenase B (*LDHB*, 27-fold upregulated, p<0.01). 

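SHFM1 and LDHB, both higher in small HRS cells, shared the lowest FDR with a probeset without a gene symbol, 0.133 each from limma over 32321 probesets, and no probeset reached an FDR under 0.1. At an unadjusted p under 0.05 there were 1944 probesets, where uniform p-values would give 1616. On simulated data without a change this fit gave 5.937% of probesets at that p. The expectation of 1616 is therefore too low, and the excess is no evidence of a difference. Of the 1944, 1483 (76.3%) were higher and 461 lower in small HRS cells. Quantile normalization lowered the share of higher ones to 55.03%. The translation initiation factor EIF4B, YWHAE of the 14-3-3 adaptor family and the ribosomal protein RPL31 had an FDR of 0.174 each from limma, all higher in small HRS cells, and SNRPG, a core protein of the spliceosome, stood at 0.165. In a test restricted to the 20546 probesets with a gene symbol, 36 passed an FDR under 0.1, all of them higher in small HRS cells, with SHFM1 and LDHB at 0.0166. Restricted to the 1943 probesets with a standard deviation above 1, 86 passed, with SHFM1 at 0.0533 and LDHB at 0.0837. Quantile normalization gave 17, of which 16 were higher. With variances taken without moderation, or with a prior that follows the expression level, 0 probesets passed. Leaving out each array in turn gave differences from 4.97 to 5.23 log2 units for SHFM1 and from 4.61 to 4.85 for LDHB. Counts are not given for these fits, since 1 array is left in a size class and the other class alone supplies the spread.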

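SHFM1 encodes a small acidic protein that is a subunit of the proteasome, and it is listed in the probe annotation under its newer symbol SEM1. Its level was 8.63 ± 0.19 (SD, n = 2 cell lines) in small and 3.53 ± 0.14 (SD, n = 2) in big HRS cells, a difference of 5.10 log2 units (standard error 0.24) or 34.3-fold. The difference was 5.07 in L-428 and 5.13 in L-1236. LDHB, the lactate dehydrogenase subunit of heart type, was at 8.47 ± 0.13 (SD, n = 2) in small and 3.74 ± 0.16 (SD, n = 2) in big HRS cells, 4.73 log2 units apart (standard error 0.23) or 26.6-fold, with 4.71 in L-428 and 4.75 in L-1236. Both differences were far larger than the spread between the cell lines. LDHA, the lactate dehydrogenase subunit of muscle type, differed by 1.21 in L-428 and 4.16 in L-1236 (FDR = 0.754 from limma). Of 18 measured genes of glycolysis and lactate metabolism, LDHB alone passed p under 0.05 with an FDR under 0.3 (2 when adjusted over the list alone at an FDR under 0.1). PSMB7, a catalytic subunit of the proteasome, differed by 1.61 in L-428 and 5.36 in L-1236 (FDR = 0.825 from limma), and of 33 measured proteasome subunits SHFM1 alone passed these limits (3 over the list alone). After quantile normalization the fold was 13.8 for SHFM1 (FDR = 0.219) and 9.40 for LDHB, which then did not pass (FDR = 0.393).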

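Ribosomal protein genes had the largest median difference between small and giant HRS cells among 29 gene lists, in both lines as deposited and in L-428 but not in L-1236 after quantile normalization. The 59 measured genes of the cytosolic ribosome were listed before the data were examined. Table 1, with 6 ribosomal protein rows from these arrays, had been seen, so the list is not independent of it. Of the 59 genes, 40 were higher in small HRS cells by more than 1 log2 unit in both lines and none was lower by that amount. Their median difference was 2.41 log2 units in L-428 and 2.81 in L-1236. At p under 0.05 with an FDR under 0.3 from limma, 6 of them were higher and none lower (26 higher when adjusted over the list alone at an FDR under 0.1). RPL31, of the large subunit, differed by 5.71 log2 units (standard error 0.47, FDR = 0.174), where a second RPL31 probeset differed by 0.07, and RPL24 by 5.22 (standard error 0.58, FDR = 0.207). RPL23A differed by 4.78 and RPL36AL by 3.52 log2 units, while RPL32 differed by 0.23. Leaving out each array in turn gave differences from 4.48 to 5.97 for RPL24 and from 4.14 to 5.43 for RPL23A. RPS28 differed by -0.02 in its brightest probeset and by 3.44 in another (FDR = 0.903). Genes of this family have many processed copies in the genome, so that a probeset can also read a related transcript. Of 41 translation initiation and elongation factors, 4 were higher and none lower (15 higher over the list alone), among them EIF4B, which helps to unwind the mRNA leader, with a difference of 4.42 (standard error 0.38, FDR = 0.174). Another EIF4B probeset differed by 2.42 (FDR = 0.174). EIF1, which acts in start codon selection, differed by 3.11 log2 units without passing (FDR = 0.876).

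Of 36 splicing factors and hnRNPs, 3 were higher, with SNRPG at 3.50 and SNRPE at 3.16 log2 units (FDR = 0.165 and 0.244), and 19 were higher over the list alone. A second probeset differed by 0.07 for SNRPG and by 0.26 for SNRPE. COX6C, a subunit of cytochrome c oxidase, was the only 1 of 70 genes of oxidative phosphorylation to pass (4.28 log2 units, FDR = 0.189), with 16 over the list alone. Over all probesets, 158 passed these limits in limma, 154 of them higher and 4 lower in small HRS cells. Of the 158, 48 probesets carried a single symbol and stood for 44 genes, 12 carried several symbols and 98 none. With the cell line as a block, 435 passed, 421 of them higher. With a prior variance that follows the expression level none passed, and none passed without moderation of the variances. Counts without 1 array are not given, since the single array left in its size class has no spread of its own. After quantile normalization 346 passed, 236 higher and 110 lower, and the median difference of the ribosomal protein genes was 2.00 in L-428 and 0.99 in L-1236.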

When less stringent filter criteria (p<0.05 and FDR<0.3) were applied, thirteen genes were found to be upregulated in small compared to giant HRS cells, including six ribosomal proteins and one eukaryotic translation initiation factor (Table 1), suggesting that small HRS cells are more active in protein synthesis. 

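Among the 158 probesets with p under 0.05 and an FDR under 0.3 from limma, 4 were lower in small than in giant HRS cells. None of the 4 was paired with a gene symbol, and what they measure was not examined. Of genes with a symbol, BMP8B, a bone morphogenetic protein, had the largest difference in this direction that was shared by both lines. It was at 2.87 and 3.37 in small HRS cells of L-428 and L-1236 and at 4.30 and 4.93 in big HRS cells, -1.50 log2 units (standard error 0.34, FDR = 0.546 from limma). AK4, an adenylate kinase of mitochondria, differed by -1.17 log2 units (FDR = 0.639) and PCYT2, an enzyme of phosphatidylethanolamine synthesis, by -1.14 (FDR = 0.691). DHX16, an RNA helicase of the spliceosome, differed by -1.70 (FDR = 0.694) but shared its value with other probesets on all 4 arrays. Second probesets of BMP8B, PCYT2 and DHX16 differed by -0.03, -0.02 and -0.02, and that of AK4 by 0.94. By more than 1 log2 unit in both lines, 4 genes were higher in big HRS cells and 319 in small HRS cells, where 1 and 32 would be expected if the lines were independent. By more than 3 log2 units in both lines, these numbers were 0 and 23. Quantile normalization gave 110 probesets that were higher in big HRS cells at the same limits.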

There were no genes that were significantly overexpressed in the giant HRS cells when compared to small HRS cells.

**Fig 3:**
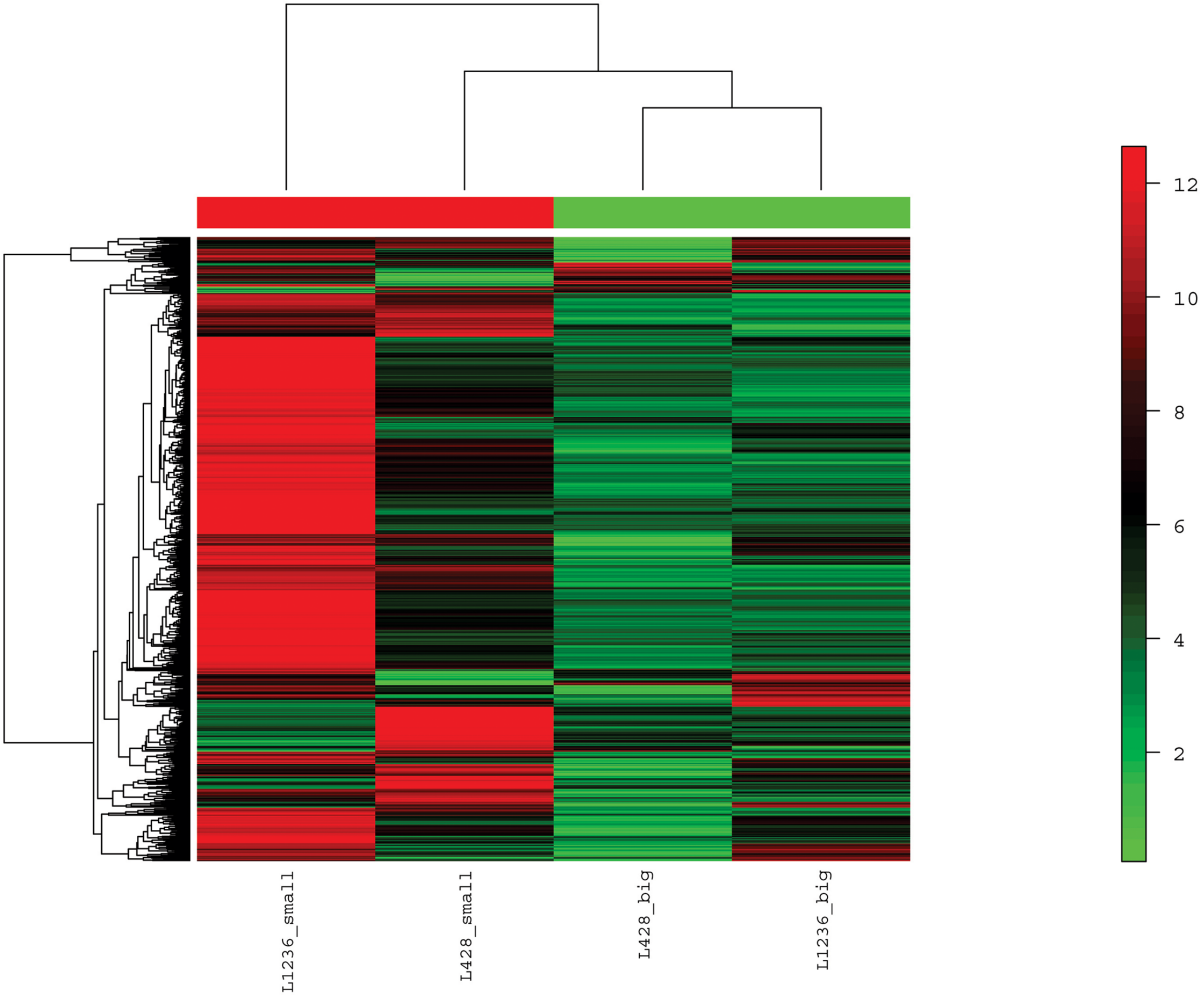
Unsupervised hierarchical clustering of gene expression profiles obtained from microdissected small and giant HRS cells of the cHL cell lines L-428 and L-1236 shows a strong heterogeneity between the two cell lines. Small HRS cells of both cell lines show more strongly expressed probesets (red color) than giant HRS cells. 958 differentially expressed probesets between the four samples representing a standard deviation of > 1 were considered for the analysis.

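Genes that differed between the lines in both size classes were mostly higher in L-1236. TMSB10, an actin-binding thymosin, was at 11.65 in small and 10.49 in big HRS cells of L-1236 and at 7.52 and 4.35 in those of L-428. MGST3, a microsomal glutathione transferase, was at 9.45 and 6.57 in L-1236 against 4.08 and 3.34 in L-428. SNORD116-6, a small nucleolar RNA of the imprinted region of chromosome arm 15q, was at 8.11 and 7.46 against 3.65 and 3.60, and as a member of a cluster of near-identical copies it cannot be assigned to a single copy. In the opposite direction, C1D, a cofactor of the nuclear exosome, was at 6.61 and 4.19 in small and big HRS cells of L-428 and at 1.52 and 2.21 in L-1236, but each of these values was shared with other probesets, and a second C1D probeset was at 3.33 and 2.75 in L-428 and at 4.57 and 2.65 in L-1236. By more than 1 log2 unit in both size classes, 103 genes were higher in L-1236 and 8 in L-428. Ribosomal protein genes were among the former, such as RPS2 with 10.65 and 8.42 in L-1236 and 7.76 and 3.02 in L-428. In limma no probeset passed an FDR under 0.1 between the lines (lowest FDR 0.755). At an unadjusted p under 0.05 there were 1989, 1204 of them higher in L-1236, where uniform p-values would give 1616. That expectation was too low on simulated data for the size classes, so this excess is not read as a difference. After quantile normalization there were 1449 at that p, 727 higher and 722 lower in L-1236, and with an intensity trend 867 of 1968 were higher. Of the total variation between the 4 arrays, the size class held 46.7%, the cell line 32.5% and their interaction 20.8%, a description without a test since each combination has 1 array.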

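Over the 4 deposited arrays, 1943 of 32321 probesets had a standard deviation above 1, of which 685 had a gene symbol. A limit of 0.5 left 6471 and a limit of 2 left 627 probesets. Within the 1943, the size class held 53.8% of the variation, the cell line 29.2% and their interaction 17.0%. Small nucleolar RNAs were among the variable probesets, and SNORD46, which guides the modification of ribosomal RNA, was at 5.91 and 9.15 in small HRS cells of L-428 and L-1236 against 3.12 and 3.91 in big HRS cells (FDR = 0.683 from limma). As a group, 41 small nucleolar RNAs had a median difference between small and big HRS cells of -0.03 log2 units in L-428 and 0.07 in L-1236. The thymidylate synthase gene TYMS, needed for DNA synthesis, was at 4.33 and 7.64 in small and at 2.44 and 2.18 in big HRS cells (FDR = 0.729). PTTG1, the securin that holds back chromatid separation, was at 5.39 and 8.72 against 3.49 and 3.47 (FDR = 0.739).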

**Table 1:** Genes differentially expressed between small and big HRS cells of Hodgkin cell lines L-428 and L-1236.

Fold change	p-value	False discovery rate	Gene Symbol	Gene Description	GO Biological Process Term
53.5	0.035	0.292	RPS17	ribosomal protein S17	rRNA processing // translation
37.3	0.024	0.265	RPL24	ribosomal protein L24	ribosomal large subunit assembly // translation // exit from mitosis /
**34.3**	**0.001**	**0.054**	**SHFM1**	**split hand/foot malformation (ectrodactyly) type 1**	**proteolysis**
27.5	0.030	0.276	RPL23A	ribosomal protein L23a	translation
**26.6**	**0.001**	**0.054**	**LDHB**	**lactate dehydrogenase B**	**lactate metabolic process // pyruvate metabolic process // glycolysis**
21.4	0.012	0.232	EIF4B	eukaryotic translation initiation factor 4B	translation
17.5	0.027	0.265	HSPA8	heat shock 70kDa protein 8	protein folding // post-Golgi vesicle-mediated transport // cellular membrane organization
12.7	0.014	0.232	RPL39	ribosomal protein L39	translation
11.8	0.021	0.265	PTMA	prothymosin, alpha	transcription
11.4	0.022	0.265	RPL36AL	ribosomal protein L36a-like	translation
11.4	0.010	0.232	YWHAE	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon polypeptide	protein targeting // apoptosis
9.5	0.038	0.292	HNRNPA1	heterogeneous nuclear ribonucleoprotein A1	nuclear mRNA splicing, via spliceosome // mRNA processing
7.3	0.008	0.232	RPL23A	ribosomal protein L23a	translation

Filter criteria of a p-value <0.05 and a false discovery rate <0.3 were applied. In **fat**, the two genes are displayed, which showed a false discovery rate <0.1.

### SHFM1, LDHB, and HSPA8 proteins are expressed in small and big HRS cells in primary cHL cases as well as in cHL cell lines

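HSPA8, the constitutive chaperone of the HSP70 family, was at 7.31 ± 0.93 (SD, n = 2 cell lines) in small and 3.18 ± 0.26 (SD, n = 2) in big HRS cells, a difference of 4.13 log2 units (standard error 0.50) or 17.5-fold with an FDR of 0.233 from limma. The difference was 3.28 in L-428 and 4.97 in L-1236. The fold was 8.07 after quantile normalization (FDR = 0.133). Leaving out small HRS cells of L-1236 gave 11.1-fold, and leaving out those of L-428 gave 27.6-fold. The fold was 15.4 without big HRS cells of L-1236 and 19.9 without those of L-428. Leaving out an array leaves 1 array in its size class, so that only the fold is given. Of 30 measured chaperone genes, 2 were higher and none lower at p under 0.05 with an FDR under 0.3 (19 higher when adjusted over the list alone at an FDR under 0.1). TCP1, a subunit of the chaperonin that folds actin and tubulin, differed by 3.49 log2 units (FDR = 0.347), while HSPA5, the chaperone of the endoplasmic reticulum, differed by -0.42 (FDR = 0.952). Of the 12 rows of Table 1 that could be matched to a probeset, 11 passed these limits in limma, and HNRNPA1 had an FDR of 0.305. This list was chosen by the study on these arrays and is not independent evidence of its direction. The probesets of RPL39, of HNRNPA1 and of the second row of RPL23A were annotated to further genes or pseudogenes as well. For PTMA, prothymosin alpha, the row of Table 1 differed by 3.57 log2 units (FDR = 0.207), and the brightest PTMA probeset by 4.25 (FDR = 0.526). The Table 1 probeset of PTMA shared its value with other probesets on 3 of the 4 arrays. No row passed with a prior variance that follows the expression level or with ordinary variances over all probesets, and 5 of the 12 passed after quantile normalization. With the mean of a gene's probesets the fold fell to 24.0 for RPL24, 15.5 for RPL23A and 7.42 for EIF4B. It fell to 6.26 for YWHAE, 4.51 for PTMA and 1.71 for HNRNPA1. For SHFM1, LDHB, HSPA8 and RPL36AL the fold was equal in every digit to that of the Table 1 probeset, as with a single probeset per gene. The averaging is therefore no test of these genes.

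**Figure D2:**
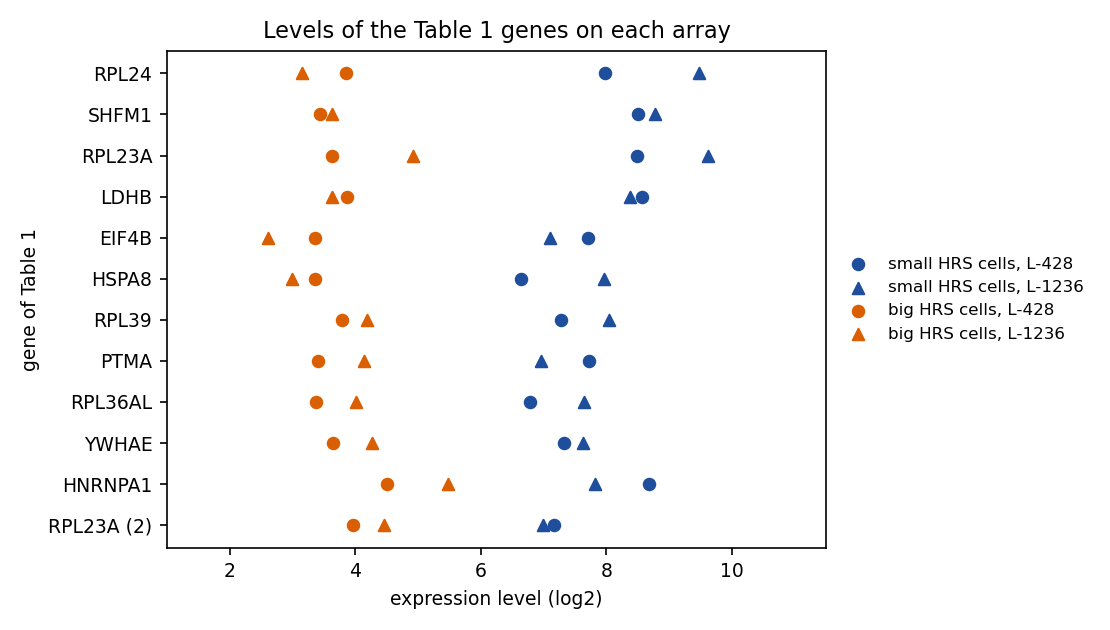
Expression level (log2, horizontal axis) of the 12 matched rows of Table 1 on each of the 4 arrays; blue symbols are small and orange symbols big HRS cells, circles L-428 and triangles L-1236, and RPL23A (2) is the second row of that gene. SHFM1 lies at 8.50 and 8.77 in small and at 3.43 and 3.64 in big HRS cells.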

Among the differentially expressed genes (Table 1), *SHFM1*, *LDHB*, and *HSPA8* were selected. Primary cHL cases were immunostained with antibodies against these three proteins and a strong expression was observed in the HRS cells in all cases tested (10/10, Fig 4). To be able to better quantify the expression intensities of SHFM1, LDHB, and HSPA8 proteins, the cHL cell lines L-428 and L-1236 were FFPE embedded and immunofluorescence stainings for SHFM1, LDHB, and HSPA8 proteins were performed (Fig 4). The expression intensities were quantified. However, there were no significant differences in the mean signal intensity per area between small and big HRS cells for SHFM1 (S3 Fig), and the expression differences between small Hodgkin and big RS cells observed for LDHB and HSPA8 applying one antibody, could not be confirmed when a different antibody was used (S3 Fig). This indicates that the differences detected by microarray on transcription level did not convincingly translate into changes at the protein level.

**Fig 4:**
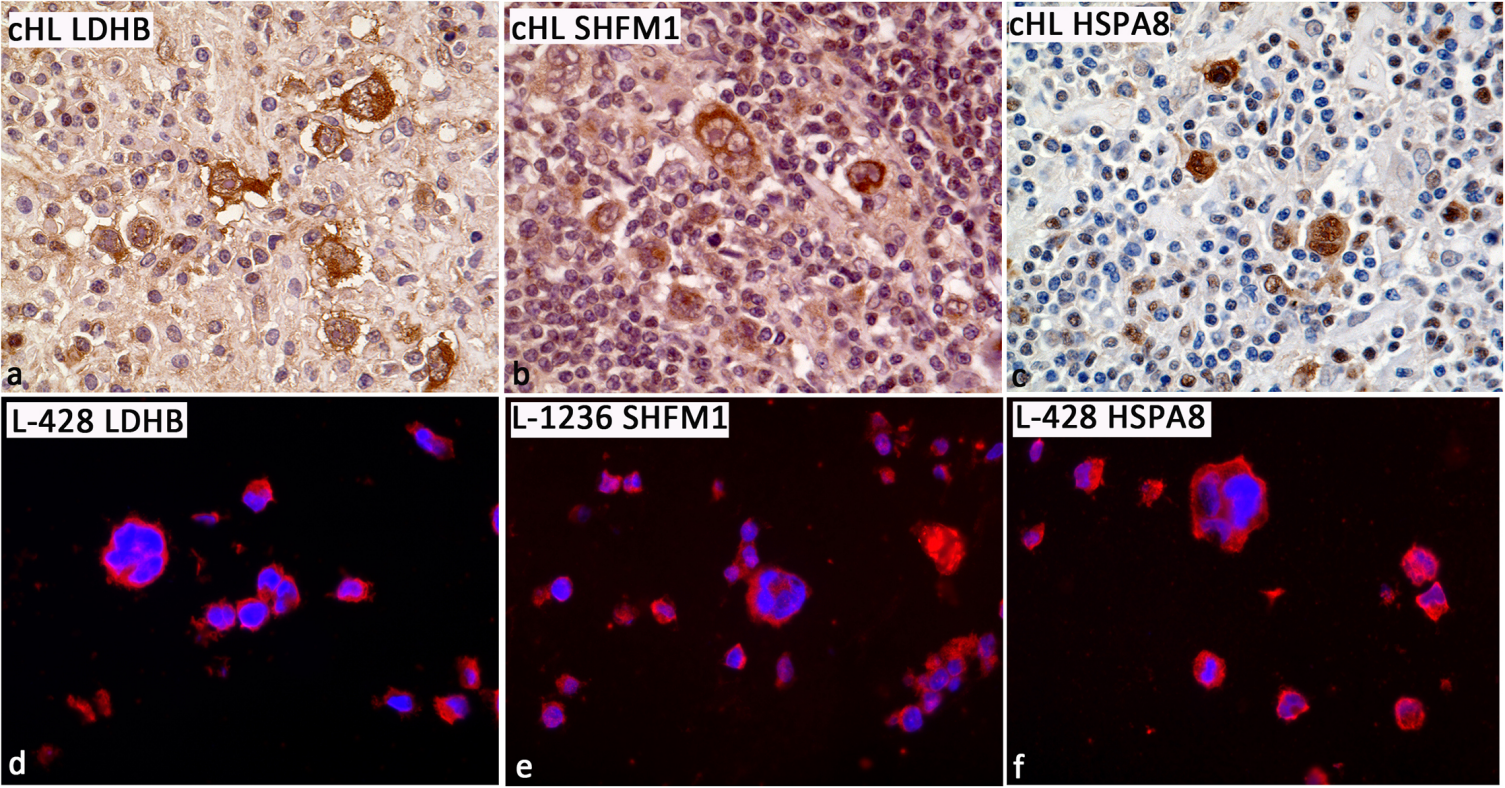
LDHB, SHFM1, and HSPA8 proteins are expressed in small and giant HRS cells. a. LDHB protein expression in small and big HRS cells in a representative primary cHL case (LDHB-immunostaining, 400x). b. SHFM1 protein expression in small and big HRS cells in a representative primary cHL case (SHFM1-immunostaining, 400x). c. HSPA8 protein expression in small and big HRS cells in a representative primary cHL case (HSPA8-immunostaining, 400x). d. Representative example of LDHB expression in small and big HRS cells in the cHL cell line L-428 (LDHB-immunofluorescence staining, 400x). e. Representative example of SHFM1 expression in small and big HRS cells in the cHL cell line L-1236 (SHFM1-immunofluorescence staining, 400x). f. Representative example of HSPA8 expression in small and big HRS cells in the cHL cell line L-428 (HSPA8-immunofluorescence staining, 400x).

### Small and big HRS cells do not show significant differences in susceptibility towards Brentuximab Vedotin treatment

While first experiments could demonstrate differences between small and big HRS cells, GEP analyses in combination with immunohistochemistry-based validation failed to clearly discriminate between both cell types, although cells were separated according to size with the best available method with respect to purity. Therefore, we also assessed their differential drug response. For this purpose, cell sorting of the cHL cell line L-428 was performed, as a high amount of viable HRS cells separated into small and big subpopulations was needed. Fourty-eight hours after treatment with Brentuximab Vedotin, a trend towards higher cell numbers in the subset of small HRS cells of the L-428 could be detected. However, this difference was only significant at a concentration of 25 μg/ml when small HRS cells were compared with the bulk population (Fig 5, unpaired t-test, p = 0.0117) and was never significant when small HRS cells were compared with big HRS cells. There were no significant differences in the apoptosis rate (data not shown). Taken together, small HRS cells are not significantly more susceptible to Brentuximab Vedotin treatment when compared with big HRS cells.

**Fig 5:**
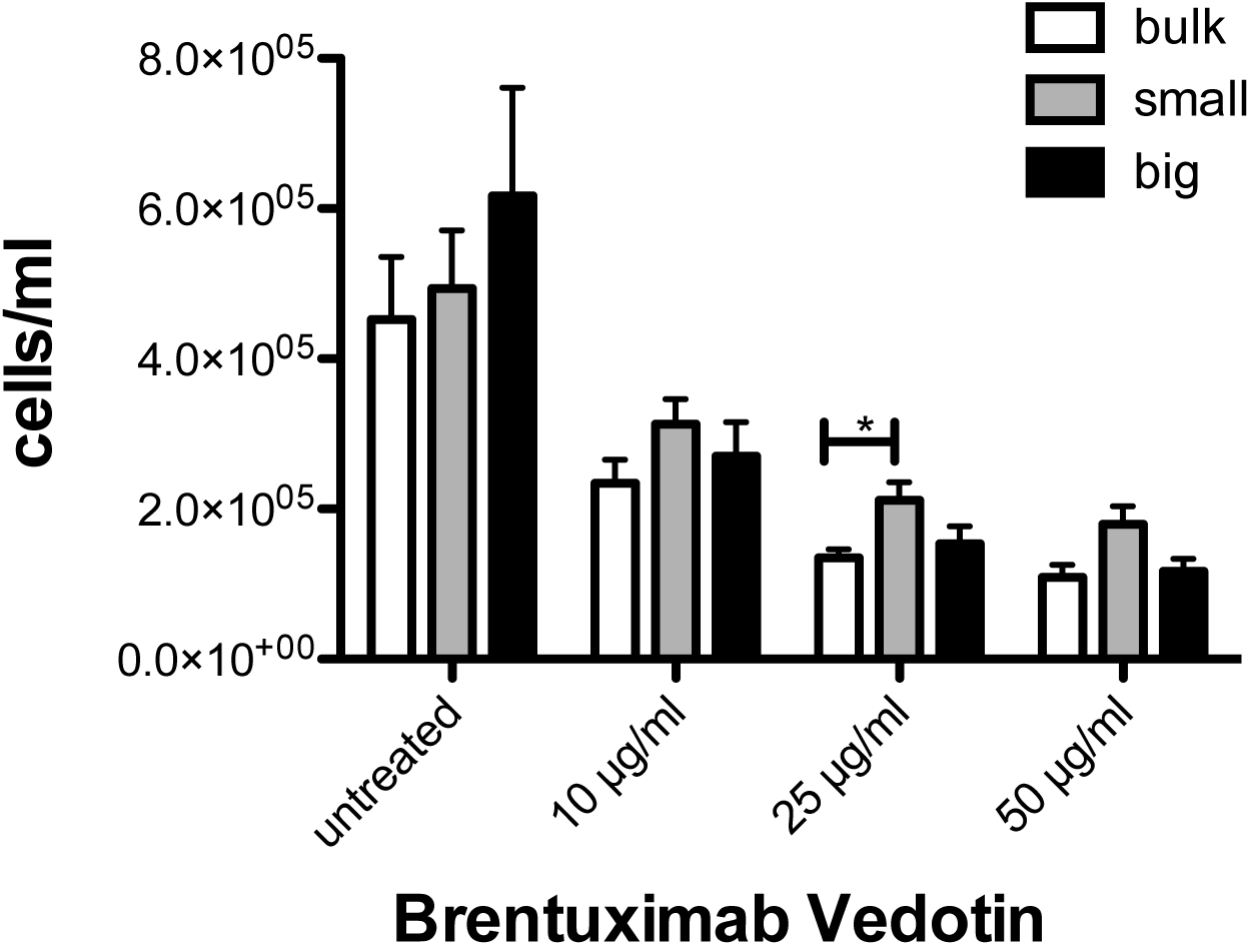
Effect of the anti-CD30 drug conjugate Brentuximab Vedotin to L-428 cells. Cells from the cHL line L-428 were sorted according to FSC in subpopulations of small and big cells (each 20% of total live cell population). Total live gates were sorted as control (bulk). Thereafter, subpopulations were seeded at a density of 1 x 10^5^ cells per ml in triplicates and the indicated amount of Brentuximab Vedotin was added. After 48 h cell numbers were determined by FACS. * p = 0.0117, unpaired t-test.

## Discussion

Giant HRS cells are of high importance in HL, because it is suggested that they shape the tumor microenvironment to support disease progression [14–17]. However, these cells display a differentiated end-stage showing a highly impaired ability to proliferate [10, 18–20], which could be confirmed by colony formation assays in the present study. As a consequence, precursor cells, that are commonly neglected during diagnostic analysis of biopsy specimens, must be responsible for the maintenance of the tumor cell clone [21]. It would be desirable to identify such a stem cell-like HRS cell population, as eradication of these cells would display a way to cure patients suffering from HL [22, 23].

Different groups using different isolation strategies described the presence of HL stem cells within HL cell lines, but unfortunately further validation of the disease-promoting properties of these cells is still missing [8, 9, 24]. Moreover, only Jones *et al*. were able to detect a type of HL stem cells, namely CD20+ HRS cells, also circulating in the blood of HL patients [24]. Although these cells were first identified in HL cell lines L-428 and KM-H2, isolation and functional characterization of this subpopulation was not performed to date. We tested different MACS and FACS strategies to isolate CD20+ L-428 cells and an enrichment of CD20+ HRS cells could be obtained (data not shown). Unfortunately and in contrast to the published data, the sorted population had no enhanced clonal growth or proliferation potential (data not shown). Apart from a stem cell-like subpopulation of HRS cells, it would also be desirable to isolate a highly pure subpopulation of giant HRS cells in order to understand which genes drive these cells into incomplete cytokinesis. Although it has been shown that overexpression of the Epstein-Barr virus (EBV)-encoded latent membrane protein 1 induces formation of multinucleated HRS cells [25, 26], EBV-negative cHL cases likewise present bi- and multinucleated giant tumor cells. In the present study we assessed differences in gene expression between the small and giant HRS cells of the two cHL cell lines L-428 and L-1236. However, apart from the heterogeneity between the two cell lines, only very little differences were observed between small and big HRS cells, indicating that there is no unifying feature between the small and the big HRS cells of these two cell lines.

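Of 29 gene lists tested with camera, 15 were higher in small HRS cells and none was lower at an adjusted p under 0.05. None of the 15 held with an estimated correlation between genes, with an adjusted p = 0.156 at the lowest and 0.320 for ribosomal proteins. That setting cannot decide against a list, since it also missed a simulated list raised by 1 log2 unit (adjusted p = 0.0862 from camera). Splicing factors lost their call at an estimate of -0.0152, below the preset correlation of 0.01. For ribosomal proteins the estimate was 0.694, far above the preset. The 33 proteasome subunits had a median difference of 0.55 log2 units in L-428 and 2.61 in L-1236, the 70 genes of oxidative phosphorylation 0.55 and 1.62, the 30 chaperones 0.87 and 1.58, and the 36 splicing factors 0.85 and 0.90. The 39 genes of mitosis had medians of 0.36 and 0.38, and the 44 of cytokinesis and abscission 0.28 and 0.17, with MYL12B, a light chain of myosin, at 1.20 in L-428 and 3.70 in L-1236 and ANLN, a scaffold of the contractile ring, at -0.88 and -0.55. No gene of either list passed p under 0.05 with an FDR under 0.3 in limma (0 of 39 and 4 of 44, all higher, over the list alone at an FDR under 0.1). The 29 HRS cell markers had medians of 0.14 and 0.12 (adjusted p = 0.119 from camera) and the 31 B-cell genes 0.02 and 0.05 (adjusted p = 0.830). The median level of these lists lay between 3.14 and 3.43 on every array, close to the array medians. After quantile normalization the median differences in L-428 and L-1236 were 0.51 and 1.31 for proteasome subunits and 0.42 and 0.93 for oxidative phosphorylation. They were 0.89 and 1.11 for chaperones and 0.91 and 0.70 for splicing factors.

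Across all probesets the difference between small and big HRS cells in L-428 correlated with that in L-1236 at a Pearson r of 0.38 and a Spearman rho of 0.17, and at 0.11 and 0.05 among probesets with a standard deviation above 1. Among the 16160 probesets left without the dim ones these values were 0.44 and 0.28. After quantile normalization of all probesets they were 0.26 and 0.15. Probesets are not independent replicates, and these are descriptions of 4 arrays. From few differences between small and big HRS cells beside those between the lines, the paper concludes that no unifying feature separates the small from the big HRS cells of these 2 lines.

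**Figure D3:**
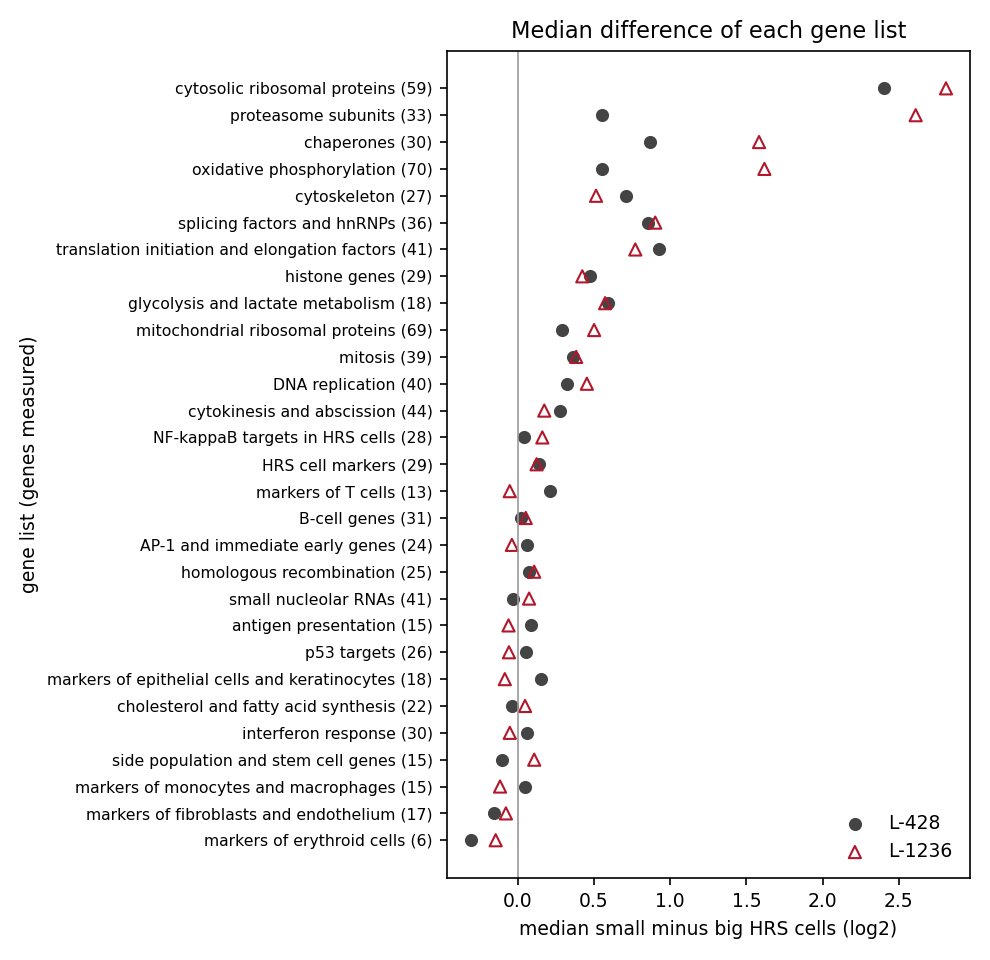
Median difference between small and big HRS cells (log2, horizontal axis) of the 29 gene lists, with the number of measured genes in parentheses; filled circles are L-428 and open triangles L-1236. Ribosomal proteins lie highest, at 2.41 and 2.81; after quantile normalization they stay highest in L-428 alone.

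**Figure D4:**
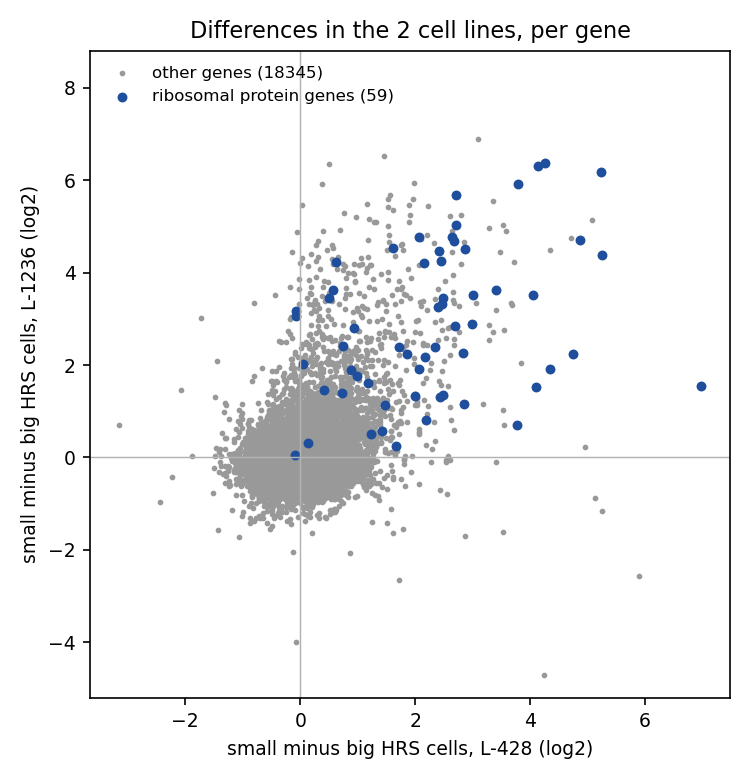
Difference between small and big HRS cells (log2) in L-428 (horizontal axis) and in L-1236 (vertical axis) for each gene; blue points are the 59 ribosomal protein genes and gray points all other genes. Most large differences lie in the upper right part, where small HRS cells were higher in both lines.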

The most interesting differentially expressed gene found was *SHFM1*, which interacts with *BRCA2* [27]. *BRCA2* has been published to impair the completion of cell division by cytokinesis and to be involved in the formation of aneuploid giant cells [28]. However, in an according study these results could not be reproduced [29]. In contrast, *SHFM1* knock out variants of the yeast *S*. *pombe* also showed a defect in completion of cell division [27]. Downregulation of *SHFM1* in giant HRS cells could therefore be related with the giant size and the bi- or multinucleated phenotype of these cells. However, we could not demonstrate any consistent differences in SHFM1 protein levels between small and big HRS cells and therefore the variable size of these cells is probably not influenced by SHFM1 protein expression. In a recent study differences of the localization of Cyclin A in mononucleated Hodgkin and multinucleated RS cells could be observed [30]. Differences in protein localization may of course also contribute to giant cell formation and were not assessed in the RNA expression profiling in the present study.

When the distribution of small and giant HRS cell populations in cell culture was monitored over time, it was noted that after several days a status quo in the fraction of small and big HRS cells was achieved, indicating that generation of big HRS cells follows a constant mechanism and is a phenomenon intrinsic to the entire HRS cell population. Therefore, the lack of major differences in the gene expression of these two cell populations is consistent with the observed capacity to reconstitute the respective other cell type under culture conditions. In line with this, there were no significant differences between small and big HRS cells in the susceptibility towards Brentuximab Vedotin treatment.

## Conclusions

In summary, we show that small and giant HRS cells have a strong similarity: They lack major differences in gene expression. The generation of big HRS cells follows a constant mechanism as sorting experiments showed a stable reconstitution of the respective subpopulations, explaining the high similarity found in gene expression analysis. Furthermore, susceptibility towards Brentuximab Vedotin treatment is not significantly different when small HRS cells are compared with big HRS cells. The only biological difference observed between small and big HRS cells is a reduced clonal growth potential of big compared to small HRS cells by colony forming assays.

## Supporting information

S1 Fig Big L-428 cells show the highest amount of DP cells. (A) L-428 cells were sorted by cell size (small, middle, big) or after staining for CD15 and CD30 into CD15+CD30+ DP and CD15-CD30+ SP cells. (B+C) Compared to the bulk population, populations sorted for cell size were analyzed for CD15 and CD30 expression by FACS. (B) Frequency of CD15-CD30+ SP cells. (C) Frequency of CD15+CD30+ DP cells. (D+E) Compared to the bulk population, DP and SP cells were analyzed for cell size by FACS. Frequency of (E) small-, (F) middle- and (G) big-sized cells. Experiments were repeated three times.
(PDF) Click here for additional data file.

S2 Fig DP L-428 cells separated by size-exclusion. L-428 cells were placed onto a 50 μm cell strainer. Cells smaller than 50 μm (small) passed the filter, whereas cells bigger than 50 μm (big) were retained. Subsequently, the separated populations were analyzed for CD15/CD30 expression. (A) Exemplary dot blots of small and big L-428 cells. Frequency of DP (B) and SP cells (C) within the two different populations, compared to the bulk population. (D-E) Frequencies were reassessed after 7 days in culture. Experiments were repeated three times.
(PDF) Click here for additional data file.

S3 Fig Quantification of immunofluorescence stainings for LDHB, SHFM1 and HSPA8 in small and big HRS cells of the cell lines L-428 and L-1236. Whereas a significant difference in mean fluorescence intensity between small Hodgkin and big RS cells of the L-1236 was observed with one antibody against HSPA8 (B, GeneTex antibody, p<0.05, t-test), this was not confirmed when a different antibody was applied (A). A significant difference in mean fluorescence intensity between small Hodgkin and big RS cells was also found in the L-428 cell line with an antibody against LDHB (D, antibody LS-B6870, p<0.001, t-test). However, it was not confirmed when a different antibody against LDHB was used (C, antibody LS-B4366). No differences in mean fluorescence intensity were observed for SHFM1 (E).
(JPG) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

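Small and giant (big) HRS cells of the cHL cell lines L-428 and L-1236 were compared on 4 arrays, 1 per line and size class. The authors microdissected the cells, amplified the RNA and hybridized it to Affymetrix Gene 1.0 ST arrays. The deposited values are log2 expression levels of 32321 probesets, summarised and normalized by the authors; the background correction, summarisation, normalization and software are not given in the sources used here. The array medians lie between 3.14 and 3.16, and the upper quantiles differ between arrays, so that the probeset values were not quantile normalized. Values equal in every digit occur within an array, for 5.28% to 6.68% of its probesets, with up to 232 probesets at 1 value in big HRS cells of L-428. Of the probesets of the named genes, 26 of 166 shared a value on at least 1 array. Scan date and slide were not given in the sources used here. The number of arrays limits the precision.

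Probesets were named through the platform's annotation: 19158 had 1 gene symbol, 1388 several and 11775 none. Of those with 1 symbol, 19128 had a gene identifier found in a RefSeq gene table, and 0 symbols needed an update. Genes were not named from a probeset with several symbols, except to match the rows of Table 1. Each of 18404 genes was represented by its single-symbol probeset with the highest mean over the arrays. No genome was used here and no coordinates are given.

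Small and big HRS cells, and L-1236 and L-428, were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 2 residual degrees of freedom, and all FDR values are Benjamini-Hochberg adjusted p-values from limma unless another test is named. The limits were an FDR under 0.1, and p under 0.05 with an FDR under 0.3, as in the paper. The cell line pairs the samples, since a small and a big sample come from each line. The deviations of the 2 arrays of L-1236 from the size class means correlated across probesets at a Pearson r of 0.216 and a Spearman rho of 0.205. The fit with the line as a block is given as an alternative. Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01. In all, 29 lists were tested, with an adjusted p under 0.05 as the limit. The lists are not independent of the paper, whose Table 1, drawn from these arrays, had been seen. They covered cytosolic and mitochondrial ribosomal proteins, translation factors, splicing factors, the proteasome, chaperones, oxidative phosphorylation, glycolysis, the cytoskeleton, histones, mitosis, cytokinesis, DNA replication, homologous recombination, NF-kappaB targets, HRS cell markers, B-cell genes, antigen presentation, interferon response, p53 targets, AP-1 genes, small nucleolar RNAs, stem cell genes, cholesterol synthesis, and markers of T cells, monocytes, fibroblasts and endothelium, epithelial cells and erythroid cells. Table 1 was not counted among the 29 lists or adjusted with them, since it was chosen on these arrays. It was run beside them with 10 measured genes (unadjusted p = 1.3e-27 from camera) and against random lists. For the same reason these runs are no independent evidence. A row of Table 1 is not reported here. The genes named were those of Table 1 and of the paper's text, the 10 per direction with the largest difference shared by both lines, or by both size classes for the comparison of the lines, the 5 per direction within each line, and the 2 highest and 2 lowest of each list. The values of Table 1 had been seen when this rule was written.

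The fit was tested on simulated data of 32321 probesets in which a known set was changed. At an FDR under 0.1 it found 0 of 67 probesets changed by 1 log2 unit, 1 of 67 changed by 2 and 38 of 66 changed by 4; at the looser limits it found 1, 26 and 56. It made 2 and 31 false calls at the 2 limits, and 0 calls at the looser limits on data without a change. In a simulation for camera, a list raised by 1 log2 unit was called at the preset correlation and had an adjusted p of 0.0862 with an estimated correlation.

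The alternatives were the line as a block, quantile normalization, median centring, filters on the standard deviation, on dim probesets and on named probesets, a prior variance with an intensity trend, variances without moderation, the mean of a gene's probesets, an estimated correlation for gene lists, other distances and linkages for clustering, other limits for the standard deviation and for over-expression, and leaving out each array. A single array is compared within a line without a test. Groups of 2 arrays allow no outlier test and no count of other splits of the samples with at least 3 per group. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots. Supplementary figures and the protein, flow cytometry and colony data were not analysed here.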

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

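All explanations in this part were tested after the pattern had been seen. Among the 158 probesets past p under 0.05 with an FDR under 0.3, 98 had no gene symbol. What these 98 probesets measure was not examined, so they are not counted as genes missed by the paper. RPL31, which is not in Table 1, was higher in small HRS cells by 5.71 log2 units.

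Some genes moved in opposite directions in the 2 lines, and the difference between the lines was not tested, since each line has 1 array per size class. Small minus big was 5.89 in L-428 and -2.56 in L-1236 for FAF2, 5.24 and -1.17 for HLA-DPA1, -2.07 and 1.45 for SNORA15, 4.24 and -4.71 for MPLKIP, and 1.71 and -2.65 for SFT2D1. SNORA15 shared its value with other probesets on all 4 arrays, HLA-DPA1 on 2. Second probesets of FAF2, SNORA15 and HLA-DPA1 differed by -0.22, -0.05 and -0.77 over both lines. In all, 19 genes differed by more than 1 log2 unit in opposite directions, where 9.38 would be expected if the lines were independent.

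The first pattern is that large differences were nearly all higher in small HRS cells. Whether the authors' normalization causes it stays open. After quantile normalization the median of the Table 1 probesets went from 3.90 to 2.76 log2 units (SD 0.867) and those past the looser limits from 11 to 5 of 12, and these probesets were chosen for their difference. Of all called probesets 68.2% were higher after that step, which pushes toward balance by itself, and 97.5% as deposited. Less amplified RNA from the big cells stays open as well: in 6 lists outside translation 76 of 79 genes (96.2%) with a mean above 4 were lower in big HRS cells of both lines, 11 of 13 (84.6%) with that level on the big-cell arrays and 163 of 214 (76.2%) without a filter, but a biological difference between the size classes, which was not tested apart from it, would give the same. Whether ribosomal proteins differ beyond other genes of like level is open too, since their median lay at percentiles 100 in L-428 and 2.07 in L-1236 of random lists matched on the small-cell arrays, and at 100 and 95.35 of lists matched on all 4 arrays.

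The second pattern is the small number of bright probesets in big HRS cells of L-428. Of 84 genes with a mean above 6 on the L-1236 arrays, 72.6% lay within 1 log2 unit of the array median or below in big HRS cells of L-428, as a low yield of amplified RNA from these cells would give. A property of the line is argued against, since the same share was 9.52% in small HRS cells of L-428. A size class difference shared by both lines cannot be told apart, because the median difference of these genes was 3.46 log2 units in L-1236 and 2.19 in L-428, with 1 array per size class in each line.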

How the results depend on the processing

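No probeset passed an FDR under 0.1 between small and big HRS cells as deposited, with the line as a block, after median centring, without dim probesets, among the 100 most variable probesets, with an intensity trend or without moderation. Quantile normalization gave 17, the filter on a standard deviation over 1 gave 86 and the restriction to named probesets 36, the latter 2 with fewer probesets tested; leaving out 1 array gave 0 to 795 (795 without small HRS cells of L-428). At p under 0.05 with an FDR under 0.3 the count of 158 became 435 with the line as a block, 346 after quantile normalization, 355 with the standard deviation filter, 29 among the 100 most variable probesets, 0 with an intensity trend and 0 without moderation. Without 1 array it ranged from 0 (either big array left out) to 1555 (without small HRS cells of L-428), and was 567 without small HRS cells of L-1236; the lone remaining array is then assumed to vary like the other group. Of the 158, 154 remained with the block and 97 after quantile normalization. The block changed no other call, and the crossed split gave 0 calls. The median difference of Table 1 was 3.90, with 11 of 12 probesets past the looser limits. It was 2.76 after quantile normalization (5 past). Without moderation and with an intensity trend it stayed at 3.90 with none past. Without 1 array it ranged from 3.80 to 4.08. The 1943 probesets with a standard deviation over 1 became 6471 at 0.5 and 627 at 2, and 685 among named probesets, a restriction chosen after the data were seen, as were 488 over-expressed probesets in small and 80 in big HRS cells among these. The mean for big HRS cells, 340.5, was 132.5 for more than 1 above the mean, 515 above the median of all values and 777.5 after quantile normalization. The ratio of the distance between the big arrays to that within lines, 0.691, was 0.975 with 1 minus Pearson correlation and 0.932 after quantile normalization. The Pearson correlation of differences between lines, 0.377, became 0.106 with the standard deviation filter and 0.258 after quantile normalization. Without dim probesets it rose to 0.440. Of 15 gene lists called, 0 remained with an estimated correlation, a setting that also missed the raised list of the simulation. No probeset passed an FDR under 0.1 between the lines in any alternative. Where no construction is named, the cause was not tested.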

Differences from the paper's values

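All 12 fold changes of Table 1 that could be matched to a probeset equal those computed here to 1 decimal. The p-values differ for all 12. The paper's p is 0.024 for RPL24, 0.001 for SHFM1, 0.030 for RPL23A, 0.001 for LDHB, 0.012 for EIF4B and 0.027 for HSPA8, against 0.000475, 9.5e-06, 0.000795, 1.2e-05, 0.000155 and 0.00067 here from limma. The paper's p is 0.014 for RPL39, 0.021 for PTMA, 0.022 for RPL36AL, 0.010 for YWHAE, 0.038 for HNRNPA1 and 0.008 for the second row of RPL23A, against 0.000259, 0.000511, 0.000579, 0.000167, 0.00155 and 0.000226 here. Of the 12 alternatives set before the data were examined, variances without moderation give all 12 of the paper's values to 3 decimals. Values within 1.5 times the paper's, though most not equal to it, come from quantile normalization for SHFM1, PTMA and YWHAE, the filter on a standard deviation over 1 for SHFM1, PTMA, RPL36AL and HNRNPA1, and the intensity trend for RPL23A and RPL39. No other alternative comes within 1.5 times.

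The paper's FDR is 0.054 for SHFM1 and for LDHB, against 0.133 for both here. For SHFM1 the standard deviation filter gives 0.0533 and is the only one of the 12 alternatives that does not differ. That value rests on a moderated p of 0.00148 over 1943 probesets, and the same filter gives 0.0837 for LDHB. For LDHB none of the 12 reaches the paper's value. The p and FDR columns of Table 1 imply 99.4 to 100 tests. The paper's p-values equal those of the fit without moderation, 0.00109 for SHFM1 and 0.0010 for LDHB. The paper's FDR thus points to unmoderated p-values adjusted over about 100 tests, not to the standard deviation filter. No alternative joined these settings, and the 100 most variable probesets hold neither gene. SHFM1 and LDHB pass an FDR under 0.1 with the standard deviation filter and among named probesets.

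The paper counts 2 genes at an FDR under 0.1, against 0 probesets here, and 13 genes at p under 0.05 with an FDR under 0.3, against 158 probesets here; none of the 13 alternatives comes within 1.5 times the paper's value for either. HNRNPA1, which the paper calls, had an FDR of 0.305 here. It passes with the standard deviation filter (0.259), without dim probesets (0.284) and among named probesets (0.165).

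The paper gives 958 probesets with a standard deviation above 1, against 1943 here, and none of the 4 alternatives comes within 1.5 times that value; the restriction to named probesets, chosen after seeing the values, gives 685. The paper's mean of over expressed probesets in small HRS cells is 672, against 1374 here. Of the 4 alternatives, counting probesets more than 1 above their mean gives 978, which is within 1.5 times the paper's mean, and the other 3 are not; the restriction to named probesets, chosen after seeing the values, gives 488. As shares of the paper's own probesets the means are 70.15% for small and 16.91% for big HRS cells, against 70.7% and 17.5% here.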

Other observations

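Several genes outside the paper's table were higher in small HRS cells at p under 0.05 with an FDR under 0.3 from limma. NPM1, a nucleolar protein of ribosome assembly, differed by 2.56 log2 units in its brightest probeset (FDR = 0.175), and its other probesets differed by 4.02 (FDR = 0.174) and -0.34. HSPD1, the mitochondrial chaperonin, differed by 3.15 (FDR = 0.197), TUBA1B, an alpha tubulin, by 2.62 (FDR = 0.233), and RAD51AP1, a protein of homologous recombination, by 1.56 (FDR = 0.295). The 69 mitochondrial ribosomal proteins had medians of 0.29 in L-428 and 0.50 in L-1236, with 1 past these limits (3 over the list alone; adjusted p = 5.6e-11 from camera, adjusted p = 0.364 with an estimated correlation). The 27 cytoskeleton genes had medians of 0.71 and 0.51 (adjusted p = 2.9e-08, and adjusted p = 0.156 with an estimated correlation), the 18 glycolysis genes 0.59 and 0.57 (2.2e-08 and 0.263), the 29 histone genes 0.47 and 0.42 (6.0e-07 and 0.156) and the 40 DNA replication genes 0.32 and 0.45 (7.4e-07 and 0.243). For 25 genes of homologous recombination the medians were 0.08 and 0.11 (0.0102 and 0.392), with SHFM1 and RAD51AP1 past the limits, and for 28 NF-kappaB targets 0.04 and 0.16 (0.0161 and 0.320). After quantile normalization the medians in L-428 and L-1236 were 0.45 and 0.13 for the cytoskeleton and 0.64 and 0.39 for glycolysis. They were 0.48 and 0.24 for histone genes and 0.35 and 0.35 for DNA replication.

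No difference was detected with camera for antigen presentation, small nucleolar RNAs, stem cell genes and interferon response (adjusted p = 0.619 each), cholesterol synthesis and monocytes (0.671 each), p53 targets (0.705) and AP-1 genes (0.911). The same held for markers of erythroid cells (0.216), fibroblasts and endothelium (0.241), epithelial cells (0.865) and T cells (0.957). TNFRSF8, which encodes CD30, was at 3.21 and 3.45 in small and at 3.50 and 3.81 in big HRS cells of L-428 and L-1236 (FDR = 0.954). FUT4, MS4A1 and CCNA2 differed by 0.01, 0.06 and 0.07 log2 units. All 4 genes lay near the array medians.

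Of the probesets past p under 0.05 with an FDR under 0.3, 48 of 158 held a value on at least 1 array that was equal in every digit to that of another probeset, and 12 on at least 2 arrays. Over all probesets these numbers were 5133 and 1634 of 32321. Among the 12 matched probesets of Table 1 they were 3 and 1.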
